A study of Homo sapiens with 8 samples. Its data were reported in "Functional dissection of human cardiac enhancers and noncoding de novo variants in congenital heart disease" (2024).

How the data were processed

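The data were barcode counts of a lentiMPRA in cardiomyocytes made from the WTC-11 line, in 4 DNA and 4 RNA libraries. Per the labels, both DNA and RNA were extracted from the transduced cells with a kit that isolates both. The study calls the 4 replicates independent, so p-values measure the spread between these 4 replicates. The authors trimmed reads with cutadapt 2.5 and counted the barcode of each construct in each library with their own program, and these barcode counts are what they deposited, as raw count values without normalization. Each construct had 1 barcode and no molecular identifier is stated, so a count is a number of reads. The deposited counts came per library and as a whole table, and 0 values differed between the 2 copies. Coordinates were taken as GRCh37, since 21 of 21 enhancer sequences printed by the study equalled that genome at the stated positions. Starts are given counted from 1. Genes came from GENCODE release 44 lifted to GRCh37, and 63 enhancers carry the gene that the study's tables list beside them. Other enhancers are named by position or by the nearest gene start. The barcode sequences were not used here.

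Tile k was taken to remove bases 10k + 1 to 10k + 10 of its fragment, from the study's drawing of its layout, which the counts themselves cannot test. Elements with at least 20 FPM in at least 1 DNA library were kept, which left out 89 of 7469 elements (1.19%), namely 22 wild-type fragments, 32 deletions and 35 negative controls. This is the rule in the methods. Requiring 20 FPM in every DNA library would keep 7290 elements and leave out 2.4%. The median count per element was 281 to 354 per library. Active elements were those with RNA above DNA in the edgeR quasi-likelihood test (edgeR 4.0.16, TMM scaling, replicate number as a block, two-sided, Benjamini-Hochberg adjusted p under 0.05). TMM factors were 1.03 for the DNA libraries and 0.967 to 0.976 for the RNA libraries. Each deletion was tested with its 8 counts and the 8 counts of its wild-type fragment together, for a different RNA to DNA ratio, with deletion and wild type, and RNA and DNA, paired within replicates. A change was called at an adjusted p under 0.05, a fold change of at least 1.5 and at least 1 active member, the thresholds of the study's methods. Shares were compared with Fisher's exact test, and scores with permutation tests of 100000 resamples over elements or enhancers. Tile order and enhancers were permuted 10000 times.

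Pairing by replicate number comes from the methods, which form RNA over DNA within each replicate. The numbers were checked in the counts, where deviations of the same-numbered DNA and RNA libraries from their group means correlated at 0.005, -0.027, -0.012 and -0.004, so the counts show no pairing. Without the replicate block 2070 elements were active and 756 deletions changed, and the other results fitted without it (active wild-type fragments, tests of the shares by class, the count for the 9 enhancers and the named items) kept their side of the threshold. Replicates differed beyond counting noise, with a chi-square per degree of freedom of 1.13 to 1.61 between DNA libraries and 1.89 to 2.19 between RNA libraries.

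The comparisons, tests and thresholds, the 9 enhancers followed as a set and most alternatives were fixed before the data were examined. Named items follow a rule fixed at the same time. They are the 10 active wild-type fragments with the largest log2 RNA/DNA and the 10 largest called decreases and increases, each with the same sign in all 4 replicates and at most 2 deletions per fragment. Added to these are the fragments of the 9 enhancers, every called deletion of GBE1 F2 and COL5A1 F2, and the 3 fragments with the most decreases and the 3 with the most increases. Alternatives were library size alone, scaling on the negative controls, DESeq2 1.42.0, limma 3.58.1, the study's paired test on scores, coverage minima of 0 and 50 FPM or 20 FPM in every DNA library, pseudocounts of 0.5 and 5 FPM, other fold thresholds, no active-member rule, the mean of the other deletions as reference, no block, and each replicate left out. Chosen after the data were seen were the 95th percentile of the negative controls as a minimum, negative-control scaling of the deletions, DESeq2 with 20 FPM in every DNA library, the alternatives for the 9 enhancers and for replicate correlations, and leaving out tile 10. A single wild-type fragment that the rule names is not reported here, neither its activity nor its replicate values, and it stays in all counts. A list of 11 heart genes was chosen after the annotation was seen and before the values of their enhancers were.

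The tests of activity and of deletions were each tried on simulated counts with 200 changed elements and no other difference between RNA and DNA. The test of activity recovered 83.1%, 98.6% and 100% of changes of 1.25-fold, 1.5-fold and 2-fold, and called 0.01% of unchanged elements. The test of deletions recovered 43.9%, 88.6% and 100%, and passed 0.04% of unchanged ones. These shares are at an adjusted p under 0.05 alone, without the fold minimum and the active-member rule. They are thus not the power of the full rule for a called change. Simulated 1.5-fold changes had a median fitted fold of 1.489, under the minimum of 1.5. The neighbour test passed in 6.5% of 200 simulations with independent tiles and the sign-flip test in 4% of those with no difference. Other tools were R 4.3.3, Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, pysam 0.24.0, samtools 1.23.1 and matplotlib 3.10.9.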

Results

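Human cardiac enhancers were measured with lentiMPRA, a pooled reporter assay delivered by lentivirus, in which a test sequence sits upstream of a minimal promoter and a barcode in the transcript counts its output. The cells were cardiomyocytes made from WTC-11, an established human induced pluripotent stem cell line. They were transduced at day 17 of differentiation and collected 7 days later, at day 24. The library held 123 enhancers of 400 bp, each represented by 3 overlapping fragments of 171 bp named F1, F2 and F3, with F2 in the centre. Fragments were measured as wild-type sequences and with up to 17 deletions of 10 bp, numbered here as tiles 0 to 16 along the fragment. Negative controls were regions accessible in pluripotent cells but not in cardiomyocytes.

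Barcodes were counted in genomic DNA and in RNA, with 4 libraries of each and replicate numbers 1 to 4 shared between them. Total counts ran from 2607473 in DNA replicate 2 to 3348917 in RNA replicate 4. DNA replicates 1, 3 and 4 held 3162878, 2883862 and 3282038 counts, and RNA replicates 1, 2 and 3 held 3267677, 2847198 and 2885794. Of the enhancers, 62 lay outside protein-coding genes and are called intergenic here, although 22 of them overlapped a long noncoding RNA gene (GENCODE release 44 on GRCh37). Introns of protein-coding genes held 55, and 6 overlapped an exon of one. The counts covered wild-type sequences of 367 of the 369 fragments, 6248 deletions and 854 negative controls. After elements with low DNA coverage were removed, 345, 6216 and 819 remained. Wild-type fragments had a median DNA level of 59.3 FPM (barcode counts scaled to a common library size), against 114.5 for deletions and 85.6 for negative controls, so wild-type fragments were measured from fewer counts.

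Activity scores, the mean over replicates of log2((RNA FPM + 1)/(DNA FPM + 1)), were reproducible between replicates. Over the 7380 elements, Pearson's r for the 6 pairs of replicates ran from 0.897 to 0.906. Among negative controls it ran from 0.853 to 0.879. These are correlations across elements, which are not independent replicates. The mean SD between replicates was 0.18 for wild-type fragments and 0.14 for deletions (log2, n = 4). Each construct carried a single barcode, so these replicate errors include no difference between barcodes.

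The first comparison, RNA against DNA, asked which elements drive transcription. RNA exceeded DNA for 2069 of 7380 elements, and DNA exceeded RNA for 2021 (edgeR, Benjamini-Hochberg adjusted p under 0.05). This balance depended on the scaling, with 1480 and 2851 elements with library size alone and 2603 and 1593 with scaling on the negative controls. Of the wild-type fragments 88 of 345 were active, or 25.5% (95% exact Clopper-Pearson interval 21.0% to 30.5%). Of the deletions 1812 of 6216 were active, or 29.2% (28.0% to 30.3%). The same test called 169 of 819 negative controls active, or 20.6% (17.9% to 23.6%), measured in the same way. These intervals are binomial over elements and treat them as independent, although deletions of a fragment share most of their sequence and neighbouring fragments overlap. They do not cover error in the calls, which rest on reads without molecular identifiers. The active share of wild-type fragments was 4.88 percentage points above that of negative controls, which missed the threshold (odds ratio 1.32, two-sided Fisher's exact p = 0.0751). For deletions the excess was 8.52 points (odds ratio 1.58, Fisher's exact p = 2.22e-07), although deletions of the same fragment share most of their sequence. With at least 1.5-fold RNA over DNA required as well, 482 elements and 27 wild-type fragments were active, and the shares were then 7.83% of wild-type fragments and 3.42% of negative controls (Fisher's exact p = 0.00217). The difference between wild-type fragments and controls also passed with scaling on the negative controls, with library size alone, with 50 FPM as the coverage minimum, and without replicate 1, 2 or 3 (Fisher's exact p = 0.00745, 0.0235, 0.0199, 0.0118, 0.0372 and 0.0183). It did not pass with DESeq2, without a coverage minimum, with 20 FPM in every DNA library or without replicate 4 (Fisher's exact p = 0.1, 0.0575, 0.0993 and 0.0873).

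Activity itself also separated the classes, by small amounts. The median score was -0.06 for wild-type fragments, -0.09 for deletions and -0.15 for negative controls. Wild-type fragments lay 0.09 above negative controls (345 against 819 elements, permutation test, two-sided, adjusted p = 0.00027). Deletions lay 0.06 above them (permutation p = 1e-05, the smallest these permutations can give, adjusted p = 2e-05). These permutations treat the 6216 deletions as independent. They came from 369 fragments, with 24.43% of the variance of their activity between fragments, so this p overstates the evidence. Both differences were small beside the SD between elements, 0.52 for wild-type fragments and 0.47 for negative controls. The highest negative control had a score of 1.16, against 2.78 for the highest wild-type F2 fragment.

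**Figure D1:**
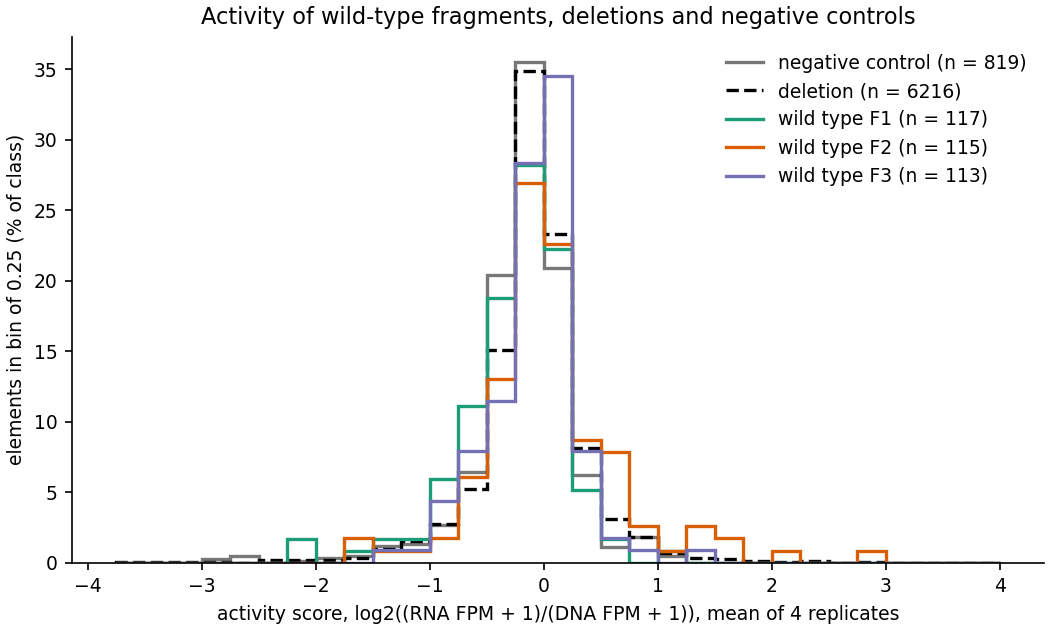
Activity score (log2((RNA FPM + 1)/(DNA FPM + 1)), mean of 4 replicates) on the horizontal axis and the percentage of elements per bin of 0.25 on the vertical axis, for negative controls, deletions and wild-type F1, F2 and F3 fragments. The classes overlap over most of their range, and above 1.5 lie wild-type F2 fragments and 45 deletions but 0 of the 819 negative controls.

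Of the 3 parts of an enhancer, the central fragment was the most often active, although the median score of F2, -0.02, was not above that of F3, -0.01 (F1 -0.14). F2 was active in 39 of 115 enhancers (33.9%), F3 in 28 of 113 (24.8%) and F1 in 21 of 117 (17.9%). Of the 123 enhancers, 65 (52.8%) had at least 1 active wild-type fragment. Of these, 43 had 1 active fragment, 21 had 2 and a single enhancer had all 3. F2 fragments were called active more often than F1 and F3 together (odds ratio 1.9, two-sided Fisher's exact p = 0.013). Within enhancers, F2 scored 0.30 ± 0.08 above F1 (log2, mean ± SE, 110 enhancers, higher in 72, sign-flip permutation test, adjusted p = 0.0003). F2 scored 0.19 ± 0.07 above F3 (105 enhancers, higher in 65, permutation test, adjusted p = 0.0073). F1 minus F3 was -0.16 ± 0.06 (107 enhancers, F1 higher in 46, permutation test, adjusted p = 0.00996). The number of enhancers with an active fragment fell to 25 when 1.5-fold RNA over DNA was required, and to 30 when log2 RNA/DNA had to exceed the 95th percentile of the negative controls, 0.50.

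The strongest wild-type fragment was F2 of the GBE1 enhancer, named for the glycogen branching enzyme gene whose start lies 338.9 kb away (chromosome 3, 82149623 to 82149793, in the long noncoding RNA gene LINC02008). Its log2 RNA/DNA was 2.86 ± 0.04 (SE, n = 4), or 7.28-fold (edgeR quasi-likelihood test, two-sided, Benjamini-Hochberg adjusted p = 1.72e-125). SEs of single fragments and single deletions come from the edgeR fits, which draw on the spread of all elements. They can differ from the spread between an element's own replicates. NR2F2 F2 (chromosome 15, 96808291 to 96808461) had an SE of 0.12 but an SD between replicates of 0.44 in activity score. F2 in the PTPN1 intron had 0.09 and 0.04. An F2 fragment in an intron of ANK1, an ankyrin gene, followed with 2.34 ± 0.05 (chromosome 8, 41676297 to 41676467). An F2 fragment in an intron of ITPR1, which encodes an inositol trisphosphate receptor, reached 1.67 ± 0.06 (chromosome 3, 4872998 to 4873168). Among the 10 strongest were also F3 of an enhancer in an intron of PTPN1, a protein tyrosine phosphatase gene (1.46 ± 0.09, chromosome 20, 49157637 to 49157807), and intergenic F2 fragments with ID2, an inhibitor of helix-loop-helix factors, as nearest gene (1.45 ± 0.11, chromosome 2, 8749702 to 8749872) and of the KLF6 enhancer (1.44 ± 0.08, chromosome 10, 3542671 to 3542841). F2 in an intron of TNS3, the tensin 3 gene (chromosome 7, 47521841 to 47522011), F1 of the VAPA enhancer (chromosome 18, 10040661 to 10040831) and F2 of the COL5A1 enhancer (chromosome 9, 137494578 to 137494748) reached 1.37 ± 0.04, 1.22 ± 0.07 and 1.09 ± 0.06. Each of these fragments had RNA above DNA in all 4 replicates.

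The 9 enhancers that the study had tested individually were followed as a set, to see which 171 bp part carries activity. Of the 24 wild-type fragments with enough coverage 9 were active, over all elements and also adjusted over the list alone, and 6 of the 9 enhancers had an active fragment. The study's individually tested regions lay beside cardiovascular disease genes and spanned a range of activity in its earlier assay of 400 bp regions. These 9 are the ones also among the 123 enhancers, which it chose as the most active there. It counted the COL5A1 and TGFBR1 enhancers as active, and reported lower expression of both genes when these enhancers were repressed in the genome. For GBE1, F2 stood far above F3 (0.26 ± 0.09) and F1 (-0.21 ± 0.11, not past the threshold). The PTPN1 intron enhancer was active in F3 (1.46 ± 0.09) and F2 (0.35 ± 0.09), with F1 at -0.30 ± 0.11. The enhancer of NR2F2, an orphan nuclear receptor gene, was active in F2 (0.77 ± 0.12) and F3 (0.51 ± 0.10), while RNA of its F1 lay below DNA (-0.99 ± 0.09, chromosome 15, 96808176 to 96808346). COL5A1, which encodes a chain of type V collagen, had activity in F2, with F3 at 0.07 ± 0.06 and F1 at -0.20 ± 0.08. SHROOM3, an actin-binding protein gene, was active in F1 (0.23 ± 0.06) and SALL1, a zinc finger factor gene, in F2 (0.19 ± 0.08). No tested fragment of the TGFBR1, COL1A2 or NOTCH2 enhancers was active, with values from -0.45 ± 0.15 for NOTCH2 F3 to 0.23 ± 0.12 for TGFBR1 F2. NOTCH2 F1 and SHROOM3 F3 fell below the coverage minimum, and SALL1 F3 was not among the 26 wild-type fragments of the 9 enhancers in the counts. The calls of SALL1 F2 and GBE1 F3 were lost with library size alone and with DESeq2, and also without replicates 1, 3 or 4 for SALL1 F2 and without replicate 3 for GBE1 F3, while TGFBR1 F2 and F3 were active with scaling on the negative controls and without replicate 3, and COL5A1 F3 with that scaling. With 1.5-fold RNA over DNA required, 4 of the fragments were active, and 5 exceeded the 95th percentile of the negative controls.

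**Figure D2:**
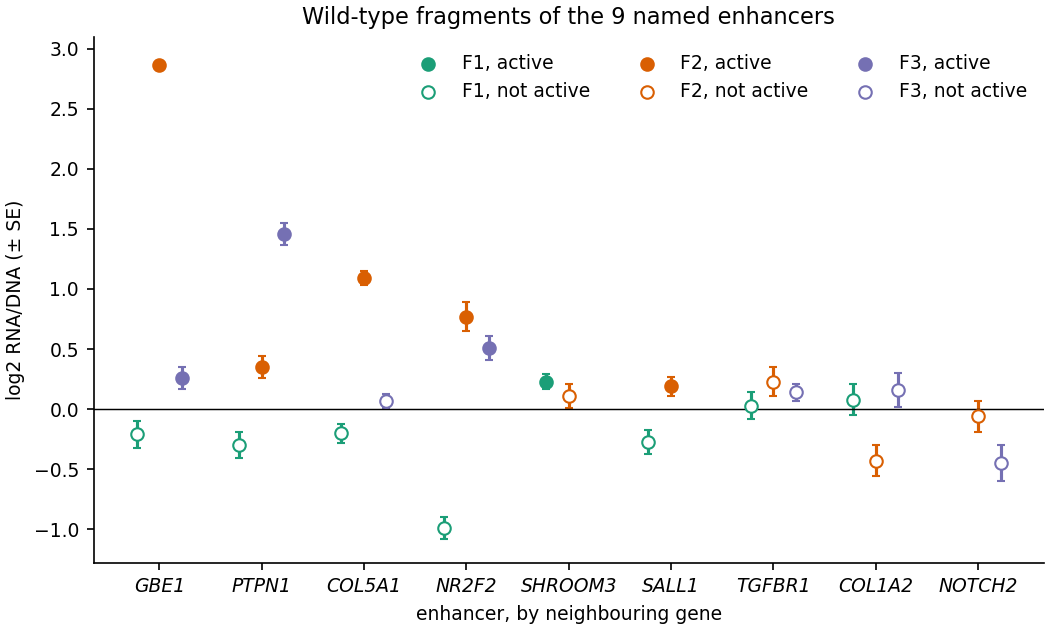
Log2 RNA/DNA of the wild-type fragments (vertical axis, edgeR estimate ± SE, n = 4) of the 9 individually tested enhancers, ordered along the horizontal axis by neighbouring gene, with filled points for active fragments. GBE1 F2 stands at 2.86, PTPN1 F3 at 1.46 and COL5A1 F2 at 1.09, and NR2F2 F1 lies lowest at -0.99.

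The second comparison set each deletion against its own wild-type fragment, to find the bases on which activity depends. Of 5813 deletions with a measured wild type, 757 (13.0%) changed activity by at least 1.5-fold at an adjusted p under 0.05 with at least 1 active member (edgeR). Activity fell for 375 and rose for 382. All 375 decreases lay in the 88 fragments with an active wild type, where they made up 25.2% of the deletions tested. Of the increases 34 lay in those fragments and 348 in the 257 fragments with an inactive wild type. The requirement for an active member excludes decreases from an inactive wild type unless the deletion is active, so this division follows in part from the definition. Deletions that changed activity occurred in 114 enhancers, 83 fragments had a decrease, 166 had an increase and 21 had both. The median decrease was -0.91 and the median increase 0.90 (log2), while the median size of all effects was 0.29 and their median SE 0.12. All deletions of a fragment are compared with the same wild-type construct, which has a single barcode. Against the mean of the fragment's other deletions 139 decreases and 273 increases were called (limma on activity scores). Of these, 136 and 166 were among those above. The rule still asked for an active deletion or wild type. It holds back decreases in fragments with an inactive wild type, so the imbalance follows in part from the rule. The count was 310 at 2-fold, 1576 without a fold threshold and 1373 when pairs with no active member were kept.

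The deepest decreases left most of the deleted constructs among the lowest scores of the assay. In F2 of an enhancer in an intron of DIP2B, deletion of tile 10 (GAGAATGAAA, chromosome 12, 51013221 to 51013230) lowered activity by 14.6-fold (log2 -3.86 ± 0.11, SE, n = 4, edgeR adjusted p = 3.8e-42), from a wild-type score of 0.88 ± 0.40 to -2.95 ± 0.27 (SD). Tile 12 of F2 in an intron of PITPNB, a phosphatidylinositol transfer protein gene, gave -3.64 ± 0.10 (TTCCAAGTCA, chromosome 22, 28309342 to 28309351). Tile 10 of F2 in an intron of GMDS gave -3.45 ± 0.12 (CTAACATAAC, chromosome 6, 1884784 to 1884793), and tile 13 of an intergenic F2 with SUCLG1 as nearest gene gave -3.24 ± 0.11 (CTCTGGGAGG, chromosome 2, 84620825 to 84620834). An enhancer in an intron of NAV2, a neuron navigator gene, appeared with tile 10 of F2 (-2.86 ± 0.11, chromosome 11, 20009199 to 20009208) and tile 11 of F3 (-2.55 ± 0.12, 20009323 to 20009332). The remaining 4 were tile 8 of F3 near RREB1 (-2.70 ± 0.12), tile 11 of F3 near PTPRD (-2.63 ± 0.15), tile 11 of F2 in the TNS3 intron (-2.58 ± 0.06) and tile 10 of GBE1 F2 (-2.57 ± 0.07). All 10 were also called against the mean of the other deletions of their fragment, with values from -3.40 for PITPNB to -1.88 for TNS3. In 9 of the 10 the deleted construct lay below 0 in activity score, and GBE1 tile 10 stayed at 0.21 ± 0.05 (SD). In 8 of the 10 it lay below -1.5, far under the negative-control median of -0.15. Such scores were not specific to deletions, since 77 of 6216 deletions (1.24%), 15 of 819 negative controls (1.83%) and 5 of 345 wild-type fragments (1.45%) had them (deletions against the others, odds ratio 0.72, 95% interval 0.43 to 1.24, two-sided Fisher's exact p = 0.205, chosen after these scores were seen).

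The largest increases all came from fragments whose wild type was inactive. In F1 of an enhancer in an intron of MITF, a melanocyte transcription factor gene, tile 6 (CAGTAGAGGA, chromosome 3, 69841058 to 69841067) rose by 2.52 ± 0.14 and tile 7 (69841068 to 69841077) by 2.39 ± 0.17 (log2, SE, n = 4), from a wild-type score of -2.14 ± 0.32 to 0.31 ± 0.18 and 0.18 ± 0.18 (SD). In F1 of the enhancer of FKBP1A, an immunophilin gene, tiles 11 and 14 rose by 2.19 ± 0.14 and 2.15 ± 0.13 from a wild-type score of -2.05 ± 0.43 (chromosome 20, 1396689 to 1396698 and 1396719 to 1396728). Tiles 5 and 12 of an F2 in the long noncoding RNA gene LINC02506 rose by 2.09 ± 0.13 and 2.08 ± 0.12 (chromosome 4, 32027842 to 32027851 and 32027912 to 32027921), and tile 8 of FAR1 F2 by 2.05 ± 0.15. Of the 10 largest increases, 8 were measured from the 5 wild-type fragments that scored below -1.5. Against the mean of the other deletions of the fragment, 6 of the 10 largest increases were no longer called. These were MITF tile 7 (0.47), FKBP1A tiles 11 and 14 (0.35 and 0.31), LINC02506 tiles 5 and 12 (0.37 and 0.36) and FAR1 F2 tile 8 (0.46). The 4 still called were MITF tile 6 (0.61), tile 11 of F1 near PTPRD (2.10 ± 0.13 against the wild type and 1.55 against the other deletions), tile 14 of DYRK1A F1 in an intron of KCNJ6 (2.04 ± 0.08 and 1.29) and tile 12 of EMP2 F1 (2.01 ± 0.08 and 0.63).

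In some fragments nearly every deletion changed activity in the same direction. All 17 deletions of DYRK1A F2, in an intron of the potassium channel gene KCNJ6 (chromosome 21, 39008863 to 39009033), lowered activity, with a median of -0.88 and a range of -1.85 to -0.68. Of the 17 deletions of VAPA F1, 16 lowered activity (median -1.33), as did 16 of 17 in F3 of an intergenic enhancer 87.0 kb from the start of PTPN1 (median -0.92, chromosome 20, 49039901 to 49040071). F2 of that same enhancer (49039787 to 49039957) had the most increases, 12 of 17 with a median of 0.98, from a wild type at -0.69 ± 0.09 (log2 RNA/DNA). FAR1 F3 (chromosome 11, 13628448 to 13628618) and an F2 in introns of PHLDB2 and PLCXD2 (chromosome 3, 111454326 to 111454496) had 11 increases each, of 17 and 16 deletions. In all, 11 fragments held 10 or more decreases, 146 together, and 5 held 10 or more increases, 56 together. With a random deletion in the place of each wild type (limma on activity scores, 100 draws), a median of 9 fragments (4 to 18) held 10 or more decreases and 5 (0 to 11) held 10 or more increases, against 10 and 5 with the wild type in the same test.

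The GBE1 F2 and COL5A1 F2 fragments were followed tile by tile. In GBE1 F2, 6 of 16 measured deletions lowered activity and 2 raised it. A block of neighbouring tiles 9, 10 and 11 (TCTGGGATGT, CTGGGATGAC and TGGAATTCCT, chromosome 3, 82149713 to 82149742) gave -1.96 ± 0.07, -2.57 ± 0.07 and -2.19 ± 0.07, and tiles 14 and 15 (82149763 to 82149782) gave -1.20 ± 0.08 and -2.10 ± 0.07. Tile 0 fell by 0.90 ± 0.07. Tile 2 (TGTTTGGTTG, 82149643 to 82149652) rose by 1.03 ± 0.07 and tile 8 (TTGGCTGATG, 82149703 to 82149712), next to the block, by 0.87 ± 0.07. The 8 deletions not called ranged from -0.46 to 0.55. In COL5A1 F2, 6 of 17 deletions lowered activity and 1 raised it. Tile 1 (TCTGCGCTCT, chromosome 9, 137494588 to 137494597) and tile 4 (CCTTCGGAAT, 137494618 to 137494627) each gave -1.26 (SE 0.10 and 0.09). The neighbouring tiles 8, 9 and 10 (137494658 to 137494687) gave -1.15 ± 0.09, -0.76 ± 0.08 and -0.76 ± 0.08, and tile 16 gave -0.94 ± 0.10. Tile 13 (AAATGGCCTG, 137494708 to 137494717) rose by 0.62 ± 0.09. Against the mean of the other deletions, 11 of these 15 were still called, and GBE1 tile 0 and COL5A1 tiles 9, 10 and 16 were not. The base positions of a tile assume that tiles run from the first base of the fragment without gaps.

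**Figure D3:**
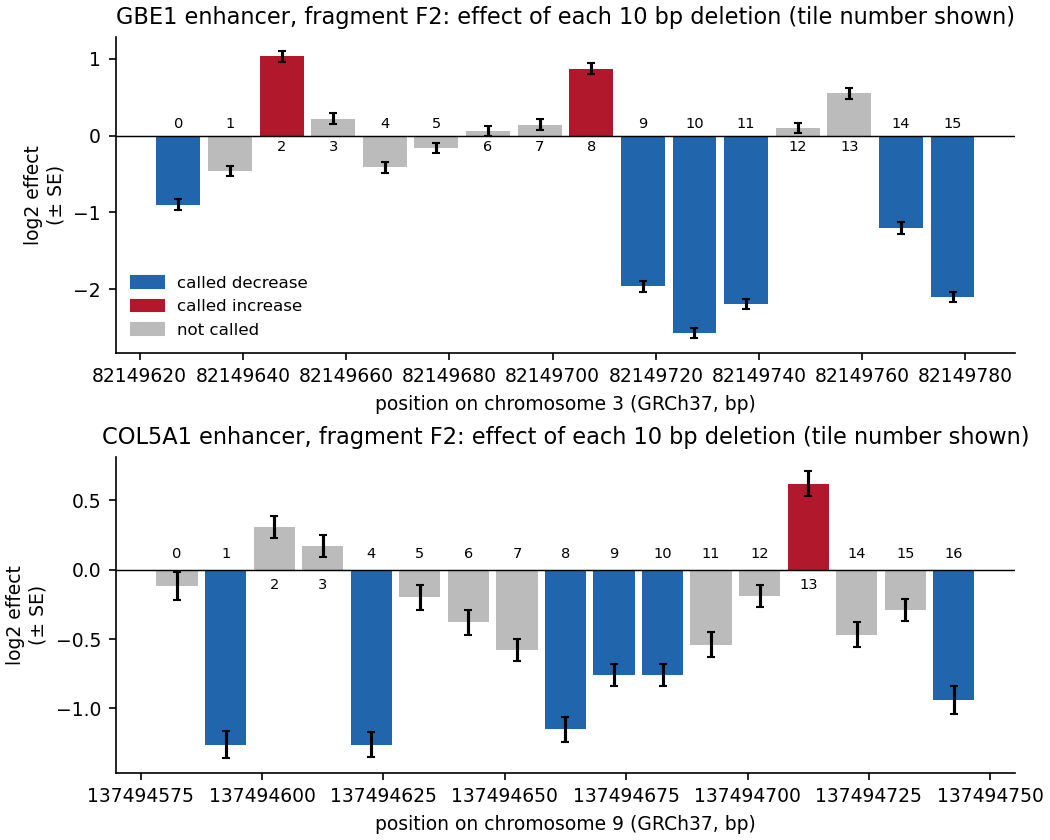
Log2 effect of each 10 bp deletion (vertical axis, edgeR estimate ± SE, n = 4) along GBE1 F2 and COL5A1 F2 against the GRCh37 position of the deleted bases (horizontal axis, bp), with called decreases in blue, called increases in red and the tile number at each bar. GBE1 tiles 9 to 11 form the deepest block, down to -2.57, and COL5A1 has its lowest values, -1.26, at tiles 1 and 4.

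A further comparison asked whether deletions near the enhancer centre lowered activity more. In the 39 active F2 fragments, tiles 5 to 11 averaged -0.45 and the outer tiles -0.31, a difference of -0.13 ± 0.04 (SE, lower in 28 of 39 fragments, sign-flip permutation test, two-sided, adjusted p = 0.0039). In 21 active F1 fragments and 28 active F3 fragments, the tiles nearer the centre differed from the farther ones by -0.05 ± 0.05 (lower in 10, permutation test, adjusted p = 0.345) and -0.06 ± 0.05 (lower in 16, adjusted p = 0.339), which did not pass. The outer tiles of F2, pooled in this difference, were unlike on the sides of the centre. Tiles 0 to 4 had mean effects from -0.35 (tile 4) to -0.11 (tile 2). Tiles 12 to 16 ran from -0.48 (tile 14) to -0.34 (tile 13). Tiles 5 to 11 without tile 10 ran from -0.43 (tile 11) to -0.25 (tile 5). Apart from tile 10, these means thus show no dip at the centre with higher values on both sides. The sides were not tested separately. The F2 difference depended on a single tile. Tile 10 had the lowest mean effect, -0.83 ± 0.16, with DIP2B, GMDS and NAV2 among its fragments, and without it the difference was -0.07 ± 0.04 (lower in 22 of 39, permutation test, adjusted p = 0.225, chosen after tile 10 was seen). Over all 115 F2 fragments, active or not, the difference was -0.03 ± 0.02 (permutation test, adjusted p = 0.538).

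**Figure D4:**
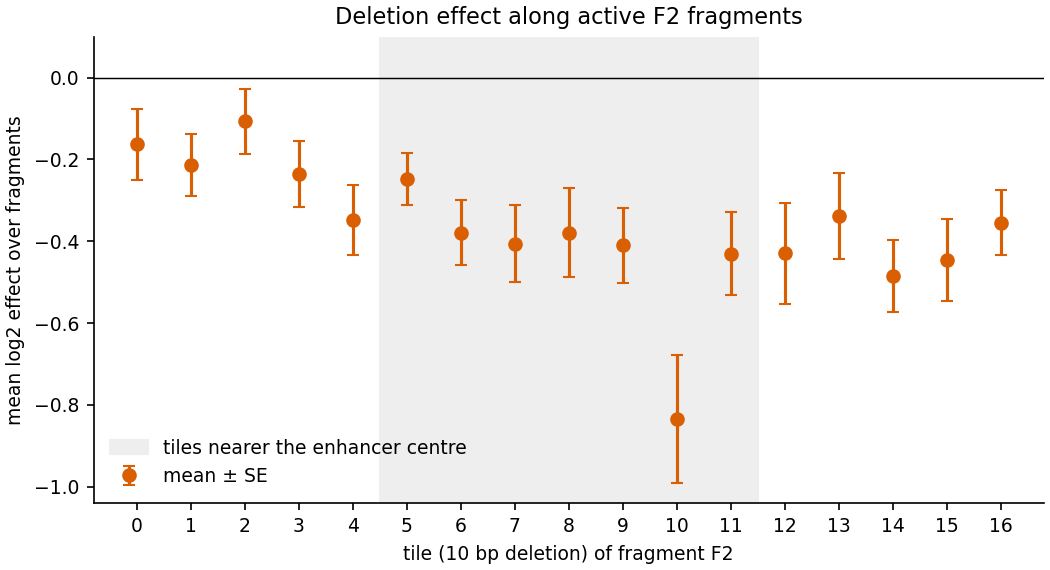
Mean log2 effect over active F2 fragments (vertical axis, ± SE, 37 to 39 fragments per tile) for each 10 bp deletion tile (horizontal axis), with the tiles nearer the enhancer centre shaded. Tile 10 lies lowest at -0.83, and the other tiles lie between -0.48 and -0.11.

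Neighbouring deletions were compared to see whether their effects go together, as the blocks in GBE1 F2 and COL5A1 F2 did. In fragments with an active wild type, the mean correlation of adjacent tiles was 0.027, against -0.063 when the tile order was shuffled (88 fragments, one-sided permutation p = 1e-04, the smallest these permutations can give). In fragments with an inactive wild type it was -0.066 against a shuffled mean of -0.063 (257 fragments, permutation p = 0.587). Over all 345 fragments it was -0.042 (permutation p = 0.04), and -0.045 by rank, which did not pass (p = 0.0862). The difference between active and inactive fragments was not itself tested. These are correlations across tiles, which are not independent replicates.

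Bases in the overlaps of 56 and 57 bp between fragments were deleted in both F1 and F2 or in both F2 and F3, with separate barcodes and in separate sequence contexts. The tiles of neighbouring fragments are staggered, so each pair of tiles shares part of its deleted bases and no pair shares all of them. Over 2318 pairs of tiles in 215 pairs of fragments, no relation passed the test (Pearson's r = 0.025, permutation p = 0.503, Spearman's rho = -0.015, p = 0.703, enhancers permuted, two-sided). In pairs with at least 1 active wild type, r was -0.03 (1069 pairs of tiles, permutation p = 0.563). Taken against the median of each fragment's deletions in place of the wild type, r was 0.05 (permutation p = 0.0169) and rho 0.023 (p = 0.274). Tile pairs are not independent replicates.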

Values the study reported

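The study tiled 123 enhancers with 17 deletions of 10 bp in each fragment of 171 bp. It excluded 2.4% of regions for coverage below 20 FPM, where its methods keep regions that reach this level in at least one DNA library, and reported a Pearson correlation above 0.9 between its replicates. Activity in at least one wild-type fragment was reported for 59 of the 123 enhancers, most often in F2. It reported 628 deletions that changed activity, 313 of them with lower and 315 with higher activity. Control sequences shared with a further library of the study, under different barcodes, correlated at r = 0.69, from which the authors concluded that barcode sequence is not a main determinant of activity.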

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

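All the values in this part were found by a search for a replicate far from the other 3, made over 72 sets of 4 replicates, of which 7 stood out and about 3.6 would by chance.

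The wild-type F2 in the TNS3 intron had an activity score of 1.493 in replicate 3, against 1.213 to 1.227 in the other replicates. The wild-type NOTCH2 F3 had -0.281 in replicate 2, against -0.605 to -0.558. The effect of DIP2B F2 tile 10 was -4.215 in replicate 2, against -3.754 to -3.666. The effect of tile 10 of F2 in the GMDS intron was -3.961 in replicate 1, against -3.275 to -3.143. The effect of NAV2 F3 tile 11 was -2.389 in replicate 2, against -2.556 to -2.55. The effect of tile 11 of F1 near PTPRD was 1.642 in replicate 4, against 2.193 to 2.262. In each set all 4 replicates had the same sign, and no explanation was tested.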

How the results depend on the processing

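The tests with the 95th percentile of the negative controls, with tile 10 left out, with negative-control scaling of the deletions and with DESeq2 at 20 FPM in every DNA library, and all those on the count for the 9 enhancers and on replicate correlations, were chosen after the results were seen. Of the alternatives for results that answer a comparison, 189 gave the same direction and side of the threshold or a count within 1.5-fold, while 20 counts moved further, 8 differences came to pass the threshold, 3 no longer passed and 5 changed sign. Of those for single named fragments and deletions, 843 kept direction and side of the adjusted p threshold, 37 no longer passed it, 6 came to pass it and 10 changed sign. The fold minimum is not part of this tally, and the named deletions that fell under it against the other deletions are named beside their effects. The cause was not tested, except where a threshold by its construction admits fewer or more calls.

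In the active share by element class, wild-type fragments exceeded negative controls by 5.36 points with library size alone, 7.97 with negative-control scaling, 7.68 at 50 FPM, 4.41 at 1.5-fold, and 4.41 to 6.55 with a replicate left out, lowest without replicate 4. At 1.5-fold 482 elements, 27 wild-type fragments, 25 enhancers and 4 fragments of the 9 enhancers were active, and 604, 36, 30 and 5 above the 95th percentile. Changed deletions numbered 1576 with no fold threshold (799 decreases, 777 increases), 310 at 2-fold (162 and 148), 1373 with no active member required (671 and 702) and 412 against the other deletions (139 decreases), and 252 increases were called at 50 FPM. Over all fragments the distance difference was -0.03 in F2 and 0.003 in F1, and -0.066 in F2 without tile 10. The correlation of neighbouring tiles was -0.045 by rank, and in inactive fragments -0.048 at 50 FPM, above the shuffled mean. For overlapping tiles of neighbouring fragments, rho was 0.041 at 50 FPM, r and rho were 0.05 and 0.023 against the median of the deletions, and r was -0.03 in pairs with an active wild type. Wild types near 0 changed sign: TGFBR1 F1 (-0.06 with library size alone, -0.05 to 0.14 with a replicate left out), COL1A2 F1 (-0.01, and -0.11 to 0.17), COL5A1 F3 (-0.01 with library size alone), COL1A2 F3 (-0.06 to 0.28 with a replicate left out) and NOTCH2 F2 (0.0 with negative-control scaling, -0.17 to 0.04). Depth limits the wild types most, since 22 of 367 fell below the coverage minimum.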

Other observations

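The tests of constructs with very low activity, of the share of variance between fragments against shuffles, and of tile 10 were chosen after the results were seen. Negative-control scaling and the separate correlations of active and inactive fragments were planned comparisons, and their use as tests of scaling and of barcode effects was chosen after their results were seen.

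Enhancers beside genes with known roles in the heart were looked at as a further group. Of 43 wild-type fragments from 15 enhancers of 11 such genes, 8 were active, over all elements and adjusted over the list alone, from 6 enhancers. That is 18.6%, beside 20.6% of negative controls. F1 of an intergenic enhancer of CDH2, the gene of N-cadherin, was highest (log2 RNA/DNA 0.75 ± 0.08, SE, n = 4, chromosome 18, 25501981 to 25502151), and 11 of its deletions lowered activity. An enhancer of PPARGC1A, a coactivator of mitochondrial genes, was active in F2 (0.61 ± 0.08) and F1 (0.51 ± 0.08), with 3 and 7 decreases, and F2 of another PPARGC1A enhancer reached 0.35 ± 0.06. Also active were GJA5, a gap junction gene, in F3 (0.36 ± 0.11) and F1 (0.18 ± 0.07), AKAP6 in F2 (0.30 ± 0.09) and MLIP in F1 (0.27 ± 0.10). No tested fragment of HAND2, GATA6, PLN, TNNI3K, CACNB2 or SLC25A4 was active, and the highest of them was PLN F2 at 0.27 ± 0.14.

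Transcription factor sites were a hypothesis for the decreases. Loss of a TEAD core site went with an effect -0.301 ± 0.097 from the other deletions of the same active fragment (22 fragments, lower in 16, permutation p = 0.00195, adjusted p = 0.0624 over 32 tests). COL5A1 F2 tile 4, at -1.26, removes such a site. For a GATA site the difference was -0.109 ± 0.076 (42 fragments, lower in 20, permutation p = 0.162, adjusted p = 0.432). For a SMAD site it was -0.133 ± 0.064 (44 fragments, lower in 25, permutation p = 0.0399, adjusted p = 0.3). In GBE1 F2, tiles 8, 9 and 10 each remove a SMAD consensus match, but not the same one. Tile 8, which rose, removes only the match across its border with tile 9. Tiles 9 and 10, which fell, both remove the match across the border between them. None of these families passed the correction, so a part for their sites stays open, and a consensus match is not a bound site.

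Tile 10 of active F2 fragments, bases 101 to 110, had a mean effect lower than chance order of the tiles gives (-0.83 ± 0.16, permutation p = 0.0001, the smallest these permutations can give). Shuffled tiles reached -0.63 at the 5th percentile of their lowest mean. The effect was below the median of the fragment's other tiles in 28 of 39 fragments, and 23 decreases were called at this tile in these fragments against 6 to 13 at any other. A position in the construct that many enhancers share may matter, whether in the enhancers or in the design of the library. No test separated these.

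Many deletions were called against a wild type that has a single barcode. With the mean of the other deletions as reference (limma on activity scores), 36.27% of the decreases and 43.46% of the increases stayed called. A mean that includes affected deletions also lowers such counts. With a random deletion in the place of each wild type, the median count was 101.2% of that with the wild type (756 of 5468 pairs, 649 to 863 over 100 draws, against 747 of 5813, or 13.83% against 12.85%, limma), so differences between single constructs, from barcode or sequence, may account for many calls. Chance between libraries was looked at by splitting the 8 libraries anew. Of 35 splits, 1 gave as many active elements and 1 as many deletions. This was the real split, with 2070 and 1369 (edgeR, no block, no active-member rule). The others gave 0, or at most 226 elements in either direction and 432 deletions at an unadjusted p under 0.05. Each of the others had DNA and RNA libraries in both groups, so the RNA to DNA difference added to the spread within groups. Their low counts were thus fixed in part beforehand, and the splits cannot exclude chance between libraries. Of the 34 other splits, only 7 parted the DNA and RNA libraries of all 4 replicates, too few for a test within replicates. These splits do not test barcodes, and the single-barcode design leaves a real effect of each deletion open as well.

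Negative controls were called active in 20.6% of cases. GC content had little relation to their activity (Spearman's rho = -0.044 across elements, which are not replicates), which argues against it as the source. The share was 27.11% with scaling on the negative controls, a rise fixed beforehand since their median lay at -0.059, so this test does not decide on scaling. With library size alone the share was 13.19%, so scaling between RNA and DNA stays open as a source. No biological explanation was tested, and weak activity of these regions in cardiomyocytes or a barcode effect may remain, although the study, from shared control sequences with different barcodes in another library, took barcodes not to be major determinants.

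The spread between constructs of the same fragment was wide. Of the variance of activity over deletions, 24.43% lay between fragments, against at most 1.44% in 1000 shuffles, which separate barcode effects would not give. In the rest, which lies within fragments, barcode and deletion effects cannot be told apart from that share. Tiles of neighbouring fragments that share deleted bases, under separate barcodes, showed no relation in pairs with an active wild type (Pearson's r = -0.03, permutation p = 0.563). Over all pairs, against the median of each fragment's deletions, r was 0.05 (permutation p = 0.0169). Neighbouring tiles within fragments went together over all fragments (permutation p = 0.04, but 0.0862 by rank) and in active ones (p = 0.0001, the smallest possible), which a separate effect of each barcode would not give, so part of the spread in active fragments may come from sequence. In inactive fragments they did not pass (permutation p = 0.587), and scores below -1.5 were as common in undeleted elements as in deletions within counting error (1.83% of negative controls, 1.45% of wild types and 1.24% of deletions, odds ratio 0.72, 95% interval 0.43 to 1.24), which barcode effects could give, although the own sequence of each element stays open as well.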
